A study of Homo sapiens with 24 samples. Its data were reported in "Uncovering the dynamics and consequences of RNA isoform changes during neuronal differentiation" (2024).

How the data were processed

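Total RNA of NGN3m cells, a human induced pluripotent stem cell line, was sequenced by the authors as paired-end reads after ribosomal RNA depletion, before doxycycline (0.5 µg/mL) and 1, 2, 3 and 5 days after it. The 24 libraries were 5 on day 0, 5 on day 1, 5 on day 2, 4 on day 3 and 5 on day 5, and day 4 was not sequenced. The authors describe them as biological replicates, and they were grouped by the day in their labels. Per the labels, cells were detached with Accutase on days 0 to 2 and without it on days 3 and 5.

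The deposited gene and isoform tables hold, for each library, expected counts, which are not normalized, and TPM values scaled by the authors per library to the same total, with lengths and effective lengths in bases; the submitters' processing notes name RSEM, Bowtie and GRCh38.p12. A further deposited table of the authors gives isoform fractions, differences between days and FDR-corrected p-values from IsoformSwitchAnalyzeR for isoforms of 9291 genes. It was used only to count the authors' calls. The deposited files list 58,381 genes and 203,835 transcripts of GENCODE release 28, of which 97.8% were found in release 44, the release used for names, transcript types and exon positions; 71.7% of the gene IDs had a symbol. Exon positions come from release 44 and some transcript ends differ between the releases. Expected counts summed to 9,220,734 to 28,170,984 per library. At the lowest total, 10 CPM is about 92 reads, so levels under 1 CPM rest on few reads. For genes with no read on a day, folds are bounds from 3 reads over the libraries of that day together; for those with 1 to 3 reads only levels are given.

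Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F tests, two-sided) in 1 fit over all 24 libraries with day as the only term. This left 24,654 genes. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.59. The study set the same limit on shrunken fold changes of DESeq2, whereas those here were not shrunken. Comparisons were day 1 with 0, day 2 with 1, day 3 with 2, day 5 with 3 and day 5 with 0, and all 10 pairs for the count of genes changed at all. Levels are CPM with TMM scaling, as mean and SD over libraries. Principal components used log2 CPM (prior count 2) of the 500 most variable genes, and k-means used 4 groups and 25 starts on the scaled means of the days.

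Gene lists, 41 in number, were fixed before the data were examined. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 205 tests of lists and comparisons together, and again with an estimated correlation and with fry, which asks whether the genes of a list move without comparing them with other genes. Named genes were chosen by a rule also fixed before: 13 genes in every comparison, the 5 largest rises and falls of at least 10 CPM in the higher day, and of each list up to 4 changed members of largest change, up to 2 against the direction of the rest, and 2 members where none changed. Genes for the text were taken from these. For isoforms the rule took 16 genes and the 5 genes of largest fraction change per comparison.

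Isoforms were tested on genes with a mean TPM above 1 on every day with diffSpliceDGE of edgeR; an isoform was called at an adjusted p below 0.05 and a change of its mean fraction of the gene's TPM above 0.1. A further test, an edgeR fit of isoform counts with the log of the gene's total as offset and its own spread per isoform, was added after simulated data had shown false calls of diffSpliceDGE. On simulated data, made from the fitted levels with 200 changed genes, the gene test recovered 86 to 94% of 2-fold and 99 to 100% of 4-fold changes and called 3 to 8 of 23,166 to 23,208 unchanged genes, camera called 2 of 2 moved lists and none of 18 others, and the share test recovered 77.5 to 87% of isoform changes. Simulated genes and isoforms were drawn independently of each other. The simulation thus gives no error rate for lists of genes that vary together, nor for reads assigned wrongly between isoforms. Abundance-weighted transcript length (log2 of the deposited gene length) was tested with limma for 12,426 genes with several isoforms. Shares of TPM by transcript type were compared with exact permutation tests, two-sided, over the libraries of both days, adjusted over 15 tests. Overlaps of isoform calls were taken only between comparisons that share no library.

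Alternatives planned before the data were RLE scaling, no or a stricter count filter, DESeq2 1.42.0 with length offsets, effective length as offset, the replicate number as a block, fits of the compared days alone, the adjusted p alone, leaving out mitochondrially encoded and the 20 most abundant genes, limma diffSplice, a fraction change above 0.2, the authors' calls and leaving out each library in turn. Added after the data were seen were the share test, leaving out 5 libraries that stood apart from their day (day 1 replicates 4 and 5, day 2 replicate 3, day 3 replicate 1, day 5 replicate 4), counts thinned to the lowest total, and transcript types within protein-coding genes. No library was left out of the main results, and no pair of libraries of the same day was 1 sample given again (lowest chi-square per gene 1.74, pairs across days not checked). Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.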

Results

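NGN3m cells, a human induced pluripotent stem cell line that makes Neurogenin-3 when doxycycline is added, were followed by total RNA sequencing before induction (day 0, n = 5 libraries) and on days 1 (n = 5), 2 (n = 5), 3 (n = 4) and 5 (n = 5) of the change into bipolar neuron-like cells. NEUROG3, the induced proneural factor, was at 0.397 ± 0.119 CPM (read counts scaled by library size, mean ± SD) on day 0, 5688 ± 412 CPM on day 1, 4881 ± 73.4 CPM on day 2, 1517 ± 461 CPM on day 3 and 371 ± 30.4 CPM on day 5. Reads from the transgene and from the endogenous gene were counted together. The mRNAs of the pluripotency factors fell at different rates. NANOG went from 176 ± 6.31 CPM on day 0 to 5.21 ± 0.713 CPM on day 1 and was at 7.11 ± 1.3 CPM on day 5. SOX2 went from 252.2 ± 2.56 CPM to 24.3 ± 2.11 CPM and then to 3.32 ± 1.35 CPM on day 5. POU5F1 was still at 641 ± 80.8 CPM on day 1 before it reached 212 ± 10.9 CPM on day 2, 46.7 ± 6.67 CPM on day 3 and 18.5 ± 5.35 CPM on day 5.

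Progenitor and neuronal genes differed in the day of their highest level. NES, an intermediate filament gene of neural progenitors, was highest on day 1 (2434 ± 49.2 CPM, against 363 ± 9.16 CPM on day 0) and was at 202 ± 16.2 CPM on day 5. NOTCH1, the receptor that holds progenitors back from neuronal differentiation, was highest on day 2 (561 ± 30.9 CPM) and lowest on day 5 (36 ± 3.37 CPM). DCX, which codes for a microtubule-binding protein of young neurons, was at 15.6 ± 0.555 CPM on day 0, 84.4 ± 5.74 CPM on day 2, 402 ± 24 CPM on day 3 and 1184 ± 132 CPM on day 5. MAP2, a marker of dendrites, stayed at or below 8.75 ± 1.5 CPM until day 3 and was at 147 ± 8.36 CPM on day 5. The neuronal tubulin gene TUBB3 went from 134 ± 3.79 to 850 ± 85.3 CPM over the whole course. REST, which represses neuronal genes in other cells, was at 128 ± 2.1 CPM on day 0, 58.1 ± 4.56 CPM on day 3 and 11.8 ± 1.64 CPM on day 5.

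**Figure D1:**
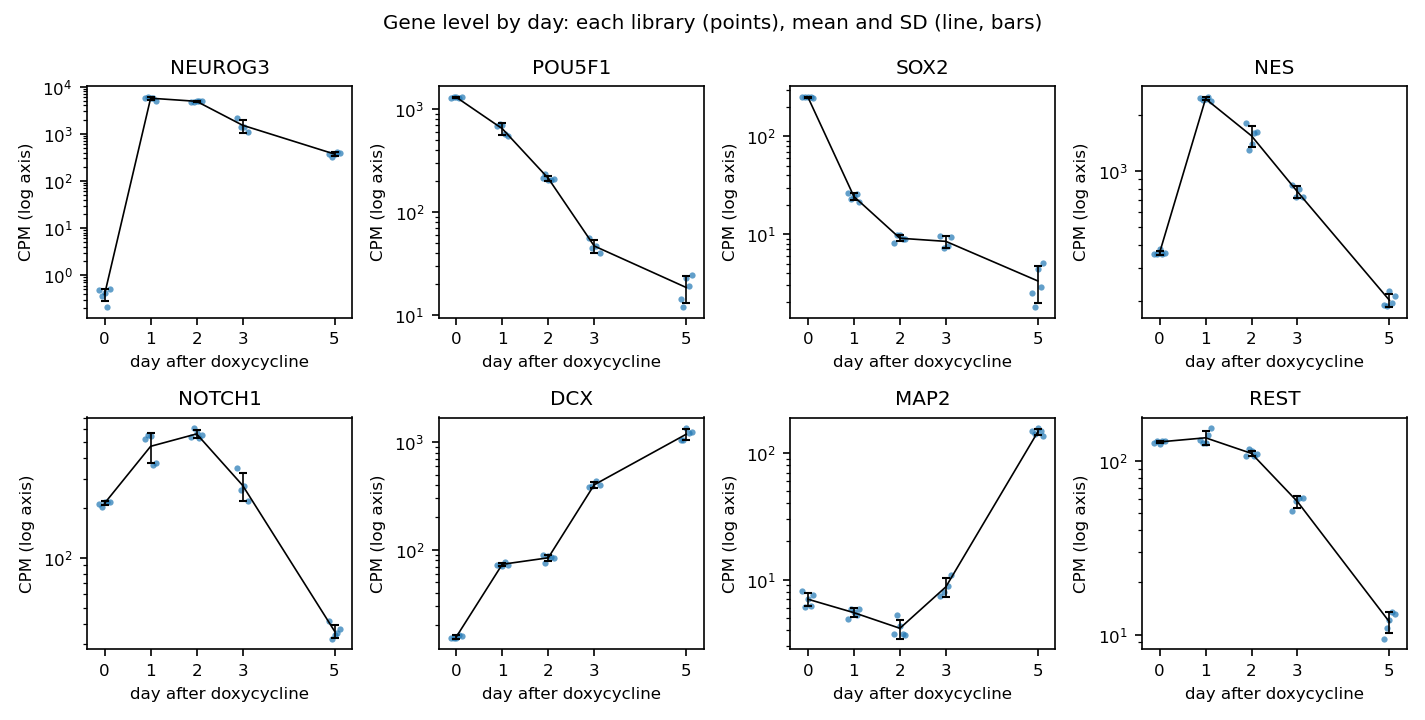
Level of 8 genes in each library, in CPM on a log axis, against the day after doxycycline; points are libraries, the line joins the means and the bars are SDs. NEUROG3 and NES are highest on day 1, NOTCH1 on day 2, and DCX and MAP2 on day 5.

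Libraries grouped by day. Principal component 1 of the 500 most variable genes held 61.8% of their variance and component 2 held 26.6%. The mean Pearson correlation of expected counts was 0.984 within a day and 0.890 between consecutive days. On log2 CPM it was 0.984 and 0.940. Of 24,654 genes tested, 21,776 (88.3%) differed between at least 1 pair of days. From day 0 to day 1 5607 genes rose and 4253 fell. From day 1 to day 2 2805 rose and 2699 fell, from day 2 to day 3 3042 rose and 3849 fell, and from day 3 to day 5, an interval of 2 days, 4818 rose and 5878 fell. The median absolute log2 fold change over all tested genes was 0.53, 0.32, 0.40 and 0.59 in the same order, and 1.2 between days 0 and 5. Among the changed genes, 6629 had their highest mean on day 0, 2428 on day 1, 3136 on day 2, 2262 on day 3 and 7321 on day 5. With 4 groups, k-means clustering placed 6079, 4128, 4195 and 7374 genes in them. Genes were called changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.59.

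A major change within the initial 24 h was the switch from the pluripotency program to the targets of the induced factor. NEUROG3 rose (log2 fold change 13.79, SE 0.19, adjusted p 6.9e-30). Of the neurogenin downstream factors, 17 of the 18 measured rose and none fell (median 4.18, adjusted p 1.2e-38). NEUROD4, a bHLH factor that carries on the neurogenic program, rose (log2 fold change 9.18, SE 0.20, adjusted p 1.6e-25). EBF2, a factor of early neurons, rose as well (2.88 ± 0.279 to 508 ± 13.5 CPM, log2 fold change 7.47, SE 0.07, adjusted p 1.8e-33), as did the Notch ligand gene DLL3 (3.22 ± 0.484 to 381 ± 16.3 CPM, log2 fold change 6.89, SE 0.16, adjusted p 7.3e-25). Of the pluripotency genes, 21 of 23 fell and none rose (median -2.43, adjusted p 9.3e-23). They included NANOG (log2 fold change -5.07, SE 0.11, adjusted p 1.4e-25) and SOX2 (log2 fold change -3.38, SE 0.10, adjusted p 3.6e-22). Others were FOXD3 (log2 fold change -5.23, SE 0.22, adjusted p 1.6e-18), the Nodal co-receptor gene TDGF1 (log2 fold change -4.18, SE 0.14, adjusted p 7.8e-21) and, less steeply, POU5F1 (log2 fold change -1.01, SE 0.11, adjusted p 4.2e-09).

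Progenitor genes came up together with the ligands of the Notch pathway. Of the neural progenitor genes, 10 of 15 rose and 4 fell (median 1.14, adjusted p 8.9e-04, and 0.113 with an estimated correlation). NES (log2 fold change 2.75, SE 0.07, adjusted p 6.1e-24) and NOTCH1 (log2 fold change 1.14, SE 0.10, adjusted p 1.1e-10) were among the rises. FABP7, a fatty acid binding protein gene of radial glia, fell (log2 fold change -1.72, SE 0.07, adjusted p 2.9e-19). Notch pathway genes rose in 11 and fell in 5 of 23 cases (median 0.19, adjusted p 6.9e-06, and 0.186 with an estimated correlation). Here and below, the values in brackets after a gene are its log2 fold change and SE. The ligand genes DLL1 (6.43, 0.11) and DLL4 (6.36, 0.20) and the target gene HES5 (7.93, 0.42) rose, while the receptor gene NOTCH3 (-3.32, 0.10) fell. Cell cycle inhibitor genes rose in 12 of 17 cases and fell in 2 (median 1.19, adjusted p 1.2e-07). They included BTG2 (5.27, 0.10) and CDKN1A, the p21 gene (4.21 ± 0.398 to 70.5 ± 8.2 CPM, log2 fold change 4.06, SE 0.13, adjusted p 8.7e-22). The p53 target genes, which share CDKN1A with that list, rose in 12 of 14 cases and none fell (median 1.36, adjusted p 5.2e-11). GDF15 (5.65, 0.24), a secreted stress factor, and PHLDA3 (2.79, 0.10), an inhibitor of AKT, rose as well. The mitotic phosphatase gene CDC25B rose from 42.8 ± 2.15 to 624 ± 54.7 CPM (log2 fold change 3.87, SE 0.08, adjusted p 2.0e-26). The G1/S genes (3 up, 6 down of 26, median -0.18, adjusted p 0.457) and the G2/M genes (4 up, 1 down of 28, median 0.16, adjusted p 0.085) did not move as lists. Replication-dependent histone genes rose in 4 of 23 cases (median 0.40, adjusted p 0.0352, and 0.589 with an estimated correlation).

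Neuronal genes were split on day 1. DCX rose (log2 fold change 2.24, SE 0.07, adjusted p 3.6e-22). ELAVL3, which codes for a neuronal RNA-binding protein (1.09 ± 0.177 to 88.7 ± 8.73 CPM, log2 fold change 6.33, SE 0.11, adjusted p 1.3e-27) and the neurofilament gene NEFM (4.08, 0.10) rose, and the adhesion molecule gene L1CAM (-1.84, 0.09) fell. MAP2 (6.99 ± 0.863 to 5.47 ± 0.437 CPM) and TUBB3 (134 ± 3.79 to 148 ± 13.8 CPM) did not pass. As a list, 9 of 24 pan-neuronal genes rose and 6 fell (median 0.29, adjusted p 0.00137, and 0.323 with an estimated correlation). Presynaptic genes fell in 12 and rose in 5 of 22 cases (median -0.72, adjusted p 0.0061, and 0.263 with an estimated correlation). The vesicle genes SYT4 (-6.65, 0.20) and UNC13A (-3.81, 0.09) fell and CPLX2 (2.79, 0.09) rose. Postsynaptic genes fell in 10 and rose in 4 of 20 (median -0.50, adjusted p 0.00162), the NMDA receptor gene GRIN2B (-4.26, 0.14) among them. Glutamatergic genes rose in 3 of 6 cases (median 0.72, adjusted p 8.4e-06). The vesicular transporter gene SLC17A7 was one of them (1.36 ± 0.202 to 185 ± 12.8 CPM, log2 fold change 7.10, SE 0.09, adjusted p 3.8e-31). All 8 measured HOX genes rose (median 5.79, adjusted p 0.0171, and 0.0517 with an estimated correlation). HOXC4, HOXB7 and HOXA1 had no read on day 0 and were at least 26.8-fold, 20.7-fold and 17.9-fold higher on day 1. With such genes set to these bounds the median was 4.27. TLX3, a homeobox gene of sensory neurons, also went from no read to 28.5 ± 2.1 CPM, at least 965-fold. The largest rises included IGFN1, a muscle protein gene (0.0985 ± 0.078 to 666 ± 102 CPM, log2 fold change 12.77, SE 0.23, adjusted p 1.3e-27) and the acetylcholine receptor gene CHRNA1 (0.091 ± 0.0469 to 174 ± 7.94 CPM, log2 fold change 10.84, SE 0.12, adjusted p 1.6e-32). The largest falls included the VEGF receptor gene KDR (95.8 ± 4.58 to 2.23 ± 0.36 CPM, log2 fold change -5.41, SE 0.14, adjusted p 9.4e-24) and the peptide hormone gene ADM (-6.18, 0.19).

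Other lists that moved by day 1 were neural crest genes (5 up, 1 down of 6, median 2.16, adjusted p 0.00307, and 0.0923 with an estimated correlation), with the zinc finger gene SNAI2 (7.51, 0.16) up. Trophoblast and amnion genes (3 up, 1 down of 5, median 2.03, adjusted p 0.0281, and 0.0998 with an estimated correlation) also passed, with GATA2 (4.43, 0.17) up and the keratin gene KRT7 (-3.30, 0.31) down. Neuronal RNA binding protein genes rose in 7 and fell in 4 of 18 (median 0.36, adjusted p 9.2e-04). Downward went rRNA processing (13 of 24 genes, median -0.73, adjusted p 8.9e-07, and 0.187 with an estimated correlation), with RRP12 (-1.07, 0.08) and BOP1 (-1.04, 0.11). So did glycolysis (8 of 19 down, 1 up, median -0.43, adjusted p 0.0031, and 0.471 with an estimated correlation), with HK1 (-1.59, 0.06) down and PKM (0.63, 0.06) up. The epithelial splicing factor genes ESRP2 (-2.70, 0.07) and ESRP1 (237 ± 4.71 to 77.8 ± 5.07 CPM, log2 fold change -1.61, SE 0.09, adjusted p 2.0e-15) and the splicing repressor gene PTBP1 (881 ± 27.2 to 479 ± 49.5 CPM, log2 fold change -0.88, SE 0.07, adjusted p 8.6e-12) fell. The RNA-binding protein genes ELAVL1 (182 ± 4.26 to 255 ± 7.87 CPM), HNRNPC (957 ± 24.6 to 743 ± 12.1 CPM) and TIA1 (98.8 ± 0.964 to 102 ± 12.2 CPM) differed by less than the size threshold. Day 1 libraries were not all alike: the share of small nuclear RNA was near 9% of TPM in replicates 4 and 5 and near 13.4% in the others.

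From day 1 to day 2 fewer genes changed. Neuronal cytoskeleton and vesicle genes were among those that rose. STMN2, which codes for a microtubule regulator of growing axons, rose from 3.67 ± 0.341 to 79.9 ± 3.61 CPM (log2 fold change 4.45, SE 0.09, adjusted p 2.0e-25). TUBB3 rose (log2 fold change 1.26, SE 0.09, adjusted p 2.8e-12), and L1CAM, lower on day 1, rose (log2 fold change 3.12, SE 0.10, adjusted p 3.9e-21). Of the pan-neuronal genes 11 of 24 rose and 3 fell (median 0.38, adjusted p 1.2e-05, and 0.177 with an estimated correlation). Presynaptic genes rose in 9 and fell in 3 of 22 cases (median 0.41, adjusted p 2.1e-04, and 0.114 with an estimated correlation). They included the complexin gene CPLX1 (4.75, 0.14) and the vesicle fusion gene SNAP25 (3.11, 0.15). MAP1B, a microtubule-associated protein gene, rose from 1220 ± 45 to 3365 ± 215 CPM (log2 fold change 1.46, SE 0.06, adjusted p 7.4e-19). ELAVL4 rose from 6.14 ± 0.651 to 29.2 ± 2.26 CPM (log2 fold change 2.24, SE 0.08, adjusted p 1.8e-19) among the neuronal RNA binding proteins (5 up, 2 down, median 0.35, adjusted p 0.0168, and 0.0936 with an estimated correlation). Neurogenin downstream factors rose in 9 and fell in 1 case (median 0.61, adjusted p 5.7e-08). NEUROD1 went from 0.166 ± 0.0953 to 1.75 ± 0.481 CPM (log2 fold change 3.38, SE 0.31, adjusted p 3.1e-10) and EBF2 fell from 508 ± 13.5 to 253 ± 9.07 CPM (log2 fold change -1.0, SE 0.05, adjusted p 7.1e-16). Peripheral sensory genes rose in 7 and fell in 3 of 15 cases (median 0.30, adjusted p 0.00474), with the ATP receptor gene P2RX3 (3.95, 0.24) and the intermediate filament gene PRPH (3.24, 0.41) up.

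Pluripotency genes kept falling (12 of 23, median -0.60, adjusted p 5.1e-08, and 0.0904 with an estimated correlation), now with POU5F1 (log2 fold change -1.60, SE 0.11, adjusted p 1.0e-12), SOX2 (log2 fold change -1.42, SE 0.11, adjusted p 4.8e-12) and the epithelial adhesion genes CDH1 (-2.98, 0.13) and EPCAM (-2.0, 0.13). NES fell (log2 fold change -0.66, SE 0.07, adjusted p 1.3e-09). NEUROG3 (adjusted p 0.083), NOTCH1 (adjusted p 0.051) and DCX (below the size threshold) did not pass. ESRP1 fell to 13.4 ± 1.9 CPM (log2 fold change -2.54, SE 0.10, adjusted p 1.7e-18). General splicing RNA binding protein genes as a list had 2 falls in 34 (median -0.10, adjusted p 0.0119, and 0.546 with an estimated correlation) and rRNA processing genes 1 in 24 (median -0.20, adjusted p 0.0128, and 0.542 with an estimated correlation). Cholesterol synthesis genes fell in 8 of 13 cases (median -0.66, adjusted p 2.8e-07, and 0.116 with an estimated correlation), with the enzyme genes DHCR7 (-0.97, 0.10) and HMGCS1 (-0.94, 0.07). Stress response genes fell in 6 of 14 (median -0.48, adjusted p 6.3e-04, and 0.214 with an estimated correlation), with the chaperone gene HSPA5 (-0.87, 0.05). Cell cycle inhibitor genes rose in 9 cases (median 0.71, adjusted p 1.8e-05). HOX genes rose in 5 with 1 fall (median 1.06, adjusted p 0.00177), and trophoblast and amnion genes in 1 with 1 fall (median 0.43, adjusted p 0.0329, and 0.113 with an estimated correlation). Axon guidance genes moved downward as a list (8 up, 10 down of 31, median -0.02, adjusted p 0.03, and 0.422 with an estimated correlation), the netrin receptor gene UNC5D falling from 7.23 ± 0.658 to 0.654 ± 0.166 CPM (log2 fold change -3.44, SE 0.14, adjusted p 1.2e-18). Mesenchyme genes passed upward (6 up, 4 down of 15, median -0.00, adjusted p 0.00139, and 0.12 with an estimated correlation) on a few large rises such as the collagen gene COL1A1 (131 ± 16.8 to 1301 ± 36.5 CPM, log2 fold change 3.31, SE 0.09, adjusted p 5.3e-22). This was the only list whose median and test differed in sign. Replication-dependent histone genes fell in 4 cases (median -0.06, adjusted p 0.045, and 0.613 with an estimated correlation), with the linker histone gene H1-1 (-2.97, 0.09). The protease inhibitor gene A2M had the largest rise, from 1.69 ± 0.311 to 136 ± 18.2 CPM (log2 fold change 6.33, SE 0.12, adjusted p 7.7e-26). EIF3CL, among the largest falls (110 ± 99.9 to 7.27 ± 6.83 CPM, log2 fold change -3.92, SE 0.87, adjusted p 4.3e-04), varied widely between libraries of both days.

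From day 2 to day 3 sensory neuron genes rose and cell cycle genes fell. NEUROD1 rose from 1.75 ± 0.481 to 145 ± 13.9 CPM (log2 fold change 6.40, SE 0.13, adjusted p 4.8e-25). The sensory neuron factor gene POU4F1 rose from 0.538 ± 0.215 to 12.4 ± 1.97 CPM (log2 fold change 4.48, SE 0.20, adjusted p 2.0e-17). ISL1, a LIM homeobox gene of motor and sensory neurons, rose from 6.75 ± 1.79 to 113 ± 5.6 CPM (log2 fold change 4.04, SE 0.13, adjusted p 1.5e-20). Peripheral sensory genes rose in 9 and fell in 1 of 15 cases (median 1.95, adjusted p 3.7e-19). Neurogenin downstream factors rose in 10 and fell in 1 of 18 (median 0.90, adjusted p 2.9e-20). Pan-neuronal genes rose in 15 and fell in 2 of 24 (median 0.91, adjusted p 4.6e-17). Neuronal RNA binding protein genes rose in 12 and fell in 1 of 18 (median 0.93, adjusted p 1.4e-16). DCX (log2 fold change 2.25, SE 0.07, adjusted p 7.4e-22), MAP2 (log2 fold change 1.10, SE 0.12, adjusted p 3.5e-09) and TUBB3 (log2 fold change 0.70, SE 0.10, adjusted p 5.7e-07) rose. So did ELAVL4 (log2 fold change 3.34, SE 0.07, adjusted p 2.8e-24) and TIA1 (log2 fold change 0.73, SE 0.09, adjusted p 2.2e-08). The hormone gene SST had the largest rise, from 0.0496 ± 0.0714 to 21.5 ± 6.49 CPM (log2 fold change 8.74, SE 0.32, adjusted p 1.7e-19). With CHGB (2.10, 0.08), a granin of secretory granules, SST was part of an upward move of pancreatic endocrine genes (6 up, 2 down of 12, median 0.55, adjusted p 1.4e-04).

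NEUROG3 itself fell (log2 fold change -1.69, SE 0.12, adjusted p 3.9e-13), as did POU5F1 (log2 fold change -2.18, SE 0.13, adjusted p 1.4e-14), NES (log2 fold change -1.0, SE 0.07, adjusted p 1.0e-12), NOTCH1 (log2 fold change -1.03, SE 0.11, adjusted p 7.3e-09) and REST (log2 fold change -0.92, SE 0.07, adjusted p 6.6e-12). NANOG rose slightly, from 5.44 ± 0.64 to 8.58 ± 1.66 CPM (log2 fold change 0.64, SE 0.12, adjusted p 5.8e-05). Notch pathway genes fell in 11 and rose in 2 of 23 cases (median -0.55, adjusted p 9.3e-04, and 0.319 with an estimated correlation). The glycosyltransferase gene LFNG (-1.90, 0.11) and the target gene HES5 (-2.46, 0.28) were among the falls. G1/S genes fell in 18 of 26 cases (median -0.84, adjusted p 4.4e-13), with the licensing factor gene CDT1 (-1.74, 0.15). The G2/M genes fell in 22 of 28 (median -0.70, adjusted p 3.8e-16), with CDC25B (log2 fold change -1.86, SE 0.08, adjusted p 2.6e-18) and the kinase gene AURKB (-1.17, 0.09). All 23 histone genes fell (median -1.18, adjusted p 6.9e-23). CDK6 rose (log2 fold change 1.40, SE 0.06, adjusted p 6.3e-18). Axon guidance genes rose in 17 and fell in 6 of 31 cases (median 0.63, adjusted p 5.0e-12), with the chemokine receptor gene CXCR4 (3.98, 0.14). Presynaptic genes rose in 13 and fell in 2 of 22 (median 0.69, adjusted p 8.5e-10), with SYT4 (4.06, 0.10). Smaller moves down came from other lists. The rRNA processing genes fell in 6 of 24 cases (median -0.40, adjusted p 9.5e-05, and 0.308 with an estimated correlation). Ribosomal protein genes fell in 3 of 36 cases (median -0.26, adjusted p 0.00168, and 0.572 with an estimated correlation). Glycolysis genes fell in 8 of 19 cases (median -0.52, adjusted p 3.1e-05, and 0.286 with an estimated correlation). No nuclear oxidative phosphorylation gene passed alone of 30, though the list did (median -0.33, adjusted p 0.00586, and 0.363 with an estimated correlation). The p53 target genes fell in 7 and rose in 1 of 14 cases (median -0.54, adjusted p 0.00235, and 0.104 with an estimated correlation). Stress response genes fell in 6 of 14 cases (median -0.39, adjusted p 3.1e-04, and 0.193 with an estimated correlation). Neural crest genes fell in 5 and rose in 1 of 6 cases (median -0.99, adjusted p 0.0149, and 0.12 with an estimated correlation). Cholesterol synthesis genes rose in 4 cases (median 0.31, adjusted p 0.00402, and 0.399 with an estimated correlation). Microtubule and axonal transport genes rose in 3 with 2 falls (median 0.12, adjusted p 0.0144, and 0.463 with an estimated correlation).

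Cells were detached with an enzyme up to day 2 and without it from day 3, so day and detachment cannot be told apart between days 2 and 3. Other splits of these 9 libraries moved up to 20 lists, as many as the real split. The 12S ribosomal RNA gene MT-RNR1 had the largest fall (222 ± 483 to 3.27 ± 1.81 CPM, log2 fold change -6.11, SE 1.67, adjusted p 0.00301), which rested on day 2 replicate 3 alone, at 1085 CPM against 0.793 to 13.1 CPM in the others of its day. Day 3 replicate 1 differed from the other libraries of its day. It held 2181 CPM of NEUROG3, against 1112 to 1404 CPM in the other day 3 libraries, and 438 CPM of DLL3 against 227 to 257 CPM.

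Between days 3 and 5 cell cycle genes fell further and pan-neuronal and sensory neuron genes rose. SLC17A6, the vesicular glutamate transporter gene of sensory and subcortical neurons, rose from 0.176 ± 0.028 to 178 ± 13.6 CPM (log2 fold change 9.95, SE 0.17, adjusted p 6.3e-25). MAP2 rose (log2 fold change 4.07, SE 0.10, adjusted p 9.6e-24), POU4F1 rose to 205 ± 21.4 CPM (log2 fold change 4.04, SE 0.13, adjusted p 2.1e-21) and SST to 743 ± 77.6 CPM (log2 fold change 5.11, SE 0.16, adjusted p 5.1e-22). Of the pan-neuronal genes 22 of 24 rose and none fell (median 1.74, adjusted p 1.4e-34). They included DCX (log2 fold change 1.56, SE 0.07, adjusted p 1.6e-18), the stathmin gene STMN4 (0.941 ± 0.197 to 97.3 ± 7 CPM, log2 fold change 6.66, SE 0.18, adjusted p 8.7e-21) and the tau gene MAPT (4.42, 0.10). Peripheral sensory genes rose in 12 of 15 cases and none fell (median 1.79, adjusted p 3.5e-10), with PRPH (3.88, 0.15). Glutamatergic genes rose in 2 of 6 (median 0.42, adjusted p 7.9e-04). Ion channel genes rose in 15 and fell in 4 of 23 cases (median 1.43, adjusted p 1.5e-12), with the calcium channel gene CACNA1E (5.84, 0.20) and the sodium channel gene SCN3A (4.31, 0.15). Presynaptic genes rose in 16 and fell in 1 of 22 (median 1.19, adjusted p 2.3e-13), with the active zone gene RIMS2 (3.75, 0.08). Axon guidance genes rose in 18 and fell in 9 of 31 (median 0.88, adjusted p 1.5e-09), with the ephrin receptor gene EPHA5 (6.02, 0.15). Microtubule and axonal transport genes rose in 12 and fell in 1 of 20 (median 1.22, adjusted p 2.7e-13), with the dynein subunit gene DYNC1I1 (5.82, 0.20). The anchoring protein gene AKAP6 (8.22 ± 0.341 to 1266 ± 53.7 CPM, log2 fold change 7.27, SE 0.08, adjusted p 4.9e-32) and the matrix gene TNC (1.15 ± 0.159 to 543 ± 44.3 CPM, log2 fold change 8.88, SE 0.16, adjusted p 4.0e-27) were among the largest rises.

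All 28 G2/M genes fell (median -2.92, adjusted p 9.9e-77). Of the G1/S genes 25 of 26 fell (median -2.23, adjusted p 1.2e-37). All 23 replication-dependent histone genes fell (median -3.15, adjusted p 2.3e-33). These lists include AURKB (-3.51, 0.11), the thymidylate synthase gene TYMS (-3.49, 0.08) and the histone H3 gene H3C4 (-4.24, 0.53). Cell cycle inhibitor genes fell in 8 and rose in 2 of 17 cases (median -0.57, adjusted p 0.0168), CDKN1A going down (log2 fold change -2.0, SE 0.12, adjusted p 5.8e-15) and CDKN2D (1.92, 0.13) up. The p53 target genes fell in 12 of 14 (median -1.34, adjusted p 3.2e-07). Ribosomal protein genes fell in 35 of 36 cases (median -1.32, adjusted p 1.0e-26), among them RPS2 (992 ± 211 to 276 ± 24.6 CPM, log2 fold change -1.85, SE 0.09, adjusted p 6.9e-17). Random lists of protein-coding genes matched on length and level, which may hold related genes, had a median of -1.15 over the same days. They fell together with rRNA processing genes (17 of 24, median -0.79, adjusted p 3.9e-07, and 0.136 with an estimated correlation), with the fibrillarin gene FBL (-1.80, 0.06), and nuclear oxidative phosphorylation genes (12 of 30, median -0.54, adjusted p 7.2e-04, and 0.214 with an estimated correlation). The pluripotency genes still present fell (15 of 23, median -0.93, adjusted p 0.00193, and 0.296 with an estimated correlation), with SOX2 (log2 fold change -1.31, SE 0.15, adjusted p 9.0e-09) and the RNA-binding protein gene LIN28A (218 ± 7.7 to 67.5 ± 18.5 CPM, log2 fold change -1.69, SE 0.11, adjusted p 3.7e-14). So did neural progenitor genes (9 down, 2 up of 15, median -1.47, adjusted p 3.7e-04, and 0.0698 with an estimated correlation), Notch pathway genes (14 down, 3 up of 23, median -1.40, adjusted p 2.1e-04, and 0.294 with an estimated correlation), NES (log2 fold change -1.93, SE 0.07, adjusted p 3.7e-20), NOTCH1 (log2 fold change -2.93, SE 0.12, adjusted p 4.1e-19) and REST (log2 fold change -2.29, SE 0.08, adjusted p 1.1e-20).

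Neuronal RNA binding protein genes rose in 10 and fell in 2 of 18 cases (median 0.84, adjusted p 2.1e-04), with CELF4 (3.13, 0.10) and the microexon regulator gene SRRM3 (2.07, 0.08). General splicing genes fell in 12 of 34 (median -0.46, adjusted p 6.8e-04, and 0.364 with an estimated correlation), with PTBP1 (log2 fold change -1.38, SE 0.08, adjusted p 1.2e-15) and HNRNPC (log2 fold change -0.81, SE 0.05, adjusted p 3.0e-15). Stress response genes rose in 8 and fell in 2 of 14 cases (median 1.14, adjusted p 1.5e-05, and 0.129 with an estimated correlation), with the transcription factor gene DDIT3 (2.41, 0.14). Cholesterol synthesis genes rose in 7 of 13 (median 0.64, adjusted p 0.018, and 0.523 with an estimated correlation). Pancreatic endocrine genes rose in 8 and fell in 3 of 12 (median 0.92, adjusted p 0.00392, and 0.0936 with an estimated correlation). Oligodendrocyte lineage (6 of 10 down, median -0.95, adjusted p 0.00796, and 0.166 with an estimated correlation), neural crest (5 of 6 down, median -2.18, adjusted p 0.035, and 0.18 with an estimated correlation), trophoblast and amnion (3 down, 1 up, median -1.79, adjusted p 0.0352, and 0.129 with an estimated correlation) and mesenchyme genes (8 down, 3 up, median -0.94, adjusted p 0.00978, and 0.212 with an estimated correlation) fell. Among them were SOX10, a glial and neural crest factor gene (17.1 ± 4.91 to 3.9 ± 0.563 CPM, log2 fold change -2.11, SE 0.17, adjusted p 2.6e-12), TFAP2C (67.8 ± 2.65 to 19.5 ± 2.81 CPM, log2 fold change -1.79, SE 0.07, adjusted p 7.2e-19) and COL1A1, which had peaked on day 2 (1262 ± 244 to 63.7 ± 5.01 CPM, log2 fold change -4.31, SE 0.10, adjusted p 7.3e-25).

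Over the whole course, from day 0 to day 5, 8967 genes rose and 8356 fell. Genes of sensory and glutamatergic neurons were among the rises. STMN2 rose to 945 ± 128 CPM (log2 fold change 11.81, SE 0.13, adjusted p 4.2e-33), ISL1 to 251 ± 11.8 CPM (log2 fold change 10.42, SE 0.21, adjusted p 5.1e-27). The nerve growth factor receptor gene NTRK1 rose from 0.145 ± 0.0301 to 261 ± 15.5 CPM (log2 fold change 10.72, SE 0.19, adjusted p 2.2e-28). SLC17A6 rose (log2 fold change 11.21, SE 0.17, adjusted p 4.5e-27), and SLC17A7 rose to 180 ± 4.09 CPM (log2 fold change 7.06, SE 0.09, adjusted p 9.6e-32). STMN4, DRGX, a homeobox gene of nociceptive neurons, and the AMPA receptor gene GRIA2 had no read on day 0 and were at least 3294-fold, 2464-fold and 827-fold higher on day 5. STMN4 was then at 97.3 ± 7 CPM and DRGX at 72.8 ± 9.89 CPM. NEUROD1 went from 0.0122 ± 0.0273 to 202 ± 22.6 CPM. The lists moved upward as follows. Pan-neuronal genes rose in 21 and fell in 2 of 24 cases (median 4.40, adjusted p 2.3e-33). Neurogenin downstream genes rose in 17 of 18 cases (median 7.61, adjusted p 7.1e-31). Peripheral sensory genes rose in 13 and fell in 2 of 15 cases (median 7.50, adjusted p 4.4e-13). Glutamatergic genes rose in 5 and fell in 1 of 6 cases (median 3.86, adjusted p 5.4e-06). Cholinergic and motor genes rose in 6 of 7 cases (median 5.17, adjusted p 0.0043, and 0.0858 with an estimated correlation). Presynaptic genes rose in 17 and fell in 4 of 22 cases (median 1.74, adjusted p 2.2e-09). Voltage-gated ion channel genes rose in 17 and fell in 4 of 23 cases (median 1.65, adjusted p 2.5e-06). Axon guidance genes rose in 17 and fell in 11 of 31 cases (median 1.78, adjusted p 3.6e-08). Microtubule and axonal transport genes rose in 11 and fell in 1 of 20 cases (median 0.82, adjusted p 1.1e-05, and 0.18 with an estimated correlation). Neuronal RNA binding protein genes rose in 16 of 18 cases (median 2.22, adjusted p 2.7e-13). Pancreatic endocrine genes rose in 10 and fell in 2 of 12 cases (median 1.78, adjusted p 0.0021, and 0.113 with an estimated correlation). Cell cycle inhibitor genes rose in 12 and fell in 4 of 17 cases (median 1.46, adjusted p 0.002). HOX genes rose in 6 of 8 cases (median 5.66, adjusted p 0.0374, and 0.0923 with an estimated correlation), with a median of 4.16 when genes without a read were at their bound.

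Pluripotency genes fell in 22 of 23 cases from day 0 to day 5 (median -4.62, adjusted p 2.2e-18). G2/M genes fell in 27 of 28 cases (median -3.24, adjusted p 2.0e-32). G1/S genes fell in 25 of 26 cases (median -3.13, adjusted p 3.9e-24). Replication-dependent histone genes fell in 23 of 23 cases (median -4.0, adjusted p 2.0e-21). The rRNA processing genes fell in 24 of 24 cases (median -2.16, adjusted p 1.4e-15). Ribosomal protein genes fell in 36 of 36 cases (median -1.81, adjusted p 4.6e-17, and 0.0656 with an estimated correlation). Glycolysis genes fell in 14 of 19 cases (median -1.35, adjusted p 1.5e-04, and 0.313 with an estimated correlation). Nuclear oxidative phosphorylation genes fell in 18 of 30 cases (median -0.82, adjusted p 0.00628, and 0.313 with an estimated correlation). General splicing genes fell in 19 and rose in 3 of 34 cases (median -0.62, adjusted p 1.8e-04, and 0.308 with an estimated correlation). SOX2 (log2 fold change -6.20, SE 0.13, adjusted p 8.5e-27), POU5F1 (log2 fold change -6.11, SE 0.14, adjusted p 1.1e-25) and REST (log2 fold change -3.43, SE 0.08, adjusted p 6.1e-26) fell. So did PTBP1 (log2 fold change -3.25, SE 0.08, adjusted p 3.4e-25), ESRP1 (log2 fold change -5.77, SE 0.12, adjusted p 1.6e-26) and HNRNPC (log2 fold change -1.40, SE 0.05, adjusted p 4.5e-22). UTF1, a chromatin factor gene of stem cells, went from 7.84 ± 1.44 CPM to no read, at least 192-fold lower. UNC5D had the largest fall (89.1 ± 1.3 to 0.0566 ± 0.0544 CPM, log2 fold change -10.52, SE 0.17, adjusted p 4.7e-29). TIA1 rose against the other splicing genes (log2 fold change 1.57, SE 0.08, adjusted p 5.9e-17). The glycolytic gene ENO2 (1.36, 0.11), whose product is the neuronal enolase, rose against its list. ELAVL1 (130 ± 7.16 CPM on day 5) differed by less than the size threshold. Detachment differed between days 0 and 5 as well.

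By camera at the preset correlation, no comparison moved the GABAergic (median 0.68, adjusted p 0.94 from day 0 to day 5), monoaminergic (median 0.11, adjusted p 0.461), astrocyte (median -1.15, adjusted p 0.941), immediate early (median -1.37, adjusted p 0.806), mesendoderm (median -1.85, adjusted p 0.785), forebrain and midbrain (median 4.10, adjusted p 0.585), mitochondrially encoded (median -0.05, adjusted p 0.98), progenitor BAF (median -0.51, adjusted p 0.325) and neuronal BAF subunit lists (median 2.73, adjusted p 0.109). With genes at 0 set to their bounds, the medians of the mesendoderm and the forebrain and midbrain lists were -0.47 and 2.98. Single members did change. The astrocytic gap junction gene GJA1 (-4.74, 0.12) fell and the glutamate transporter gene SLC1A2 (4.65, 0.08) rose. Of the chromatin remodelling genes ACTL6A (-1.07, 0.06) fell and ACTL6B (4.43, 0.25) and DPF3 (6.79, 0.24) rose. Of 41 lists, 17, 16, 20 and 27 moved in the 4 consecutive comparisons and 22 from day 0 to day 5. With an estimated correlation between genes, 7, 4, 10, 14 and 14 did. With fry, which does not compare with other genes, 32, 30, 38, 39 and 38 did. From day 2 to day 3, day 3 to day 5 and day 0 to day 5 the lists moved by fry thus include some that camera did not move in any comparison. Counts of members adjusted over the list alone were the same except in 8 of 205 tests.

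**Figure D2:**
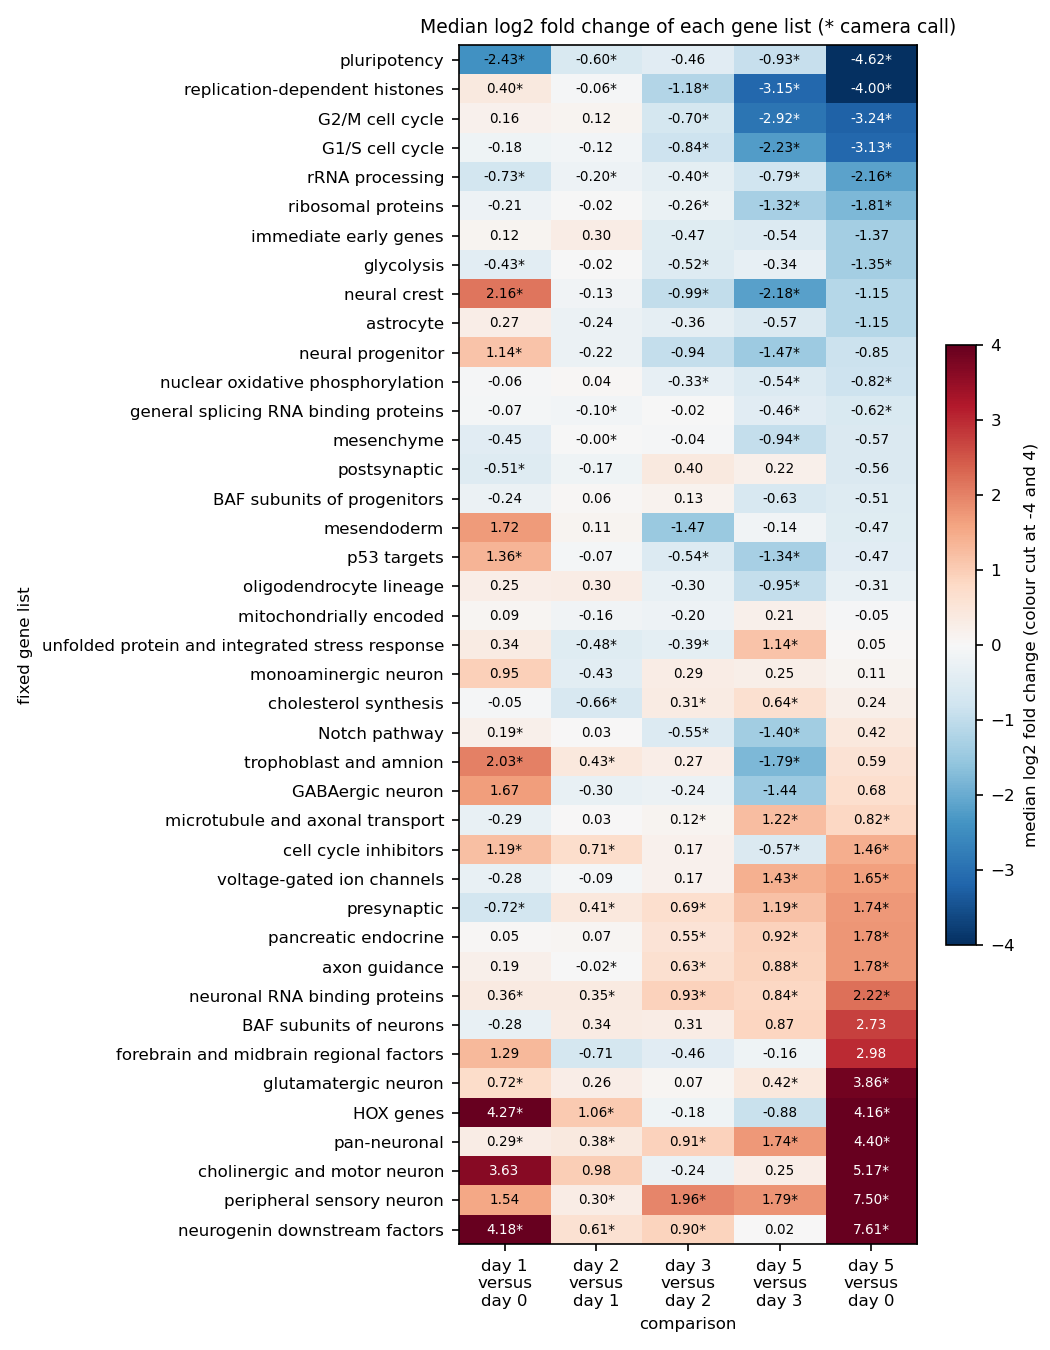
Median log2 fold change of each of the 41 gene lists (vertical axis) in each comparison (horizontal axis); colour gives the value, genes with no read on a day are set to their bound, and an asterisk marks a list that moved by camera with preset correlation. Pluripotency, cell cycle, histone and ribosome lists lie at the falling end from day 0 to day 5, neurogenin downstream and peripheral sensory genes at the rising end.

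The make-up of the RNA changed along with its genes. Transcripts annotated as protein coding held 58.1 ± 0.384% of TPM on day 0, 52.4 ± 0.861% on day 1, 47.1 ± 1.16% on day 2, 44.6 ± 2.09% on day 3 and 39.3 ± 4.04% on day 5. This share fell from day 0 to day 1, from day 1 to day 2 and over the whole course (exact permutation tests, two-sided, adjusted p 0.0198 each, 0.00794 being the smallest p possible with 5 libraries against 5). The later steps did not pass (exact permutation test, adjusted p 0.0595 from day 2 to day 3 and 0.0866 from day 3 to day 5). These values depend on the noncoding RNA in TPM, since small nuclear RNA alone went from 7.71 ± 0.266% of TPM on day 0 to 13.7 ± 0.918% on day 5. Among isoforms of protein-coding genes alone, the protein-coding share differed by -0.628 points from day 0 to day 1, which did not pass (exact permutation test, adjusted p 0.051). There it fell from day 1 to day 2 by 1.27 points, from day 2 to day 3 by 2.15 points, from day 3 to day 5 by 4.16 points and over the whole course by 8.21 points (exact permutation tests, adjusted p 0.0119 each), against 18.8 points over all genes. Retained intron transcripts rose from 5.29 ± 0.176% on day 2 to 6.12 ± 0.487% on day 3 (exact permutation test, adjusted p 0.0397) and to 7.55 ± 0.425% on day 5 (exact permutation test, adjusted p 0.0298), from 5.22 ± 0.119% on day 0. Among isoforms of protein-coding genes alone their rise was larger, by 1.65 points from day 2 to day 3, 3.49 points from day 3 to day 5 and 6.76 points from day 0 to day 5 (exact permutation tests, adjusted p 0.0119 each). Transcripts marked for nonsense-mediated decay fell from 2.26 ± 0.0333% on day 0 to 1.93 ± 0.0205% on day 1 and 1.81 ± 0.0796% on day 2 (exact permutation tests, adjusted p 0.0198 and 0.0298) and were at 1.60 ± 0.176% on day 5. Among isoforms of protein-coding genes alone, their share of TPM was 0.0877 points higher on day 2 than on day 1. Weighted by read counts in place of TPM, retained introns rose already from day 0 to day 1, by 0.822 points. This is the opposite direction to the -0.0516 points by TPM, so no direction is given for that step. Day 5 replicate 4 had 46.6% of its TPM in protein-coding transcripts, against 37.1 to 37.7% in the other day 5 libraries. Its small nuclear RNA share was the highest of the day (15%, others 12.7 to 14.15%), so that RNA does not account for the difference. Day 3 replicate 1 had 11.4% in miscellaneous RNA, against 5.91 to 6.71%.

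**Figure D3:**
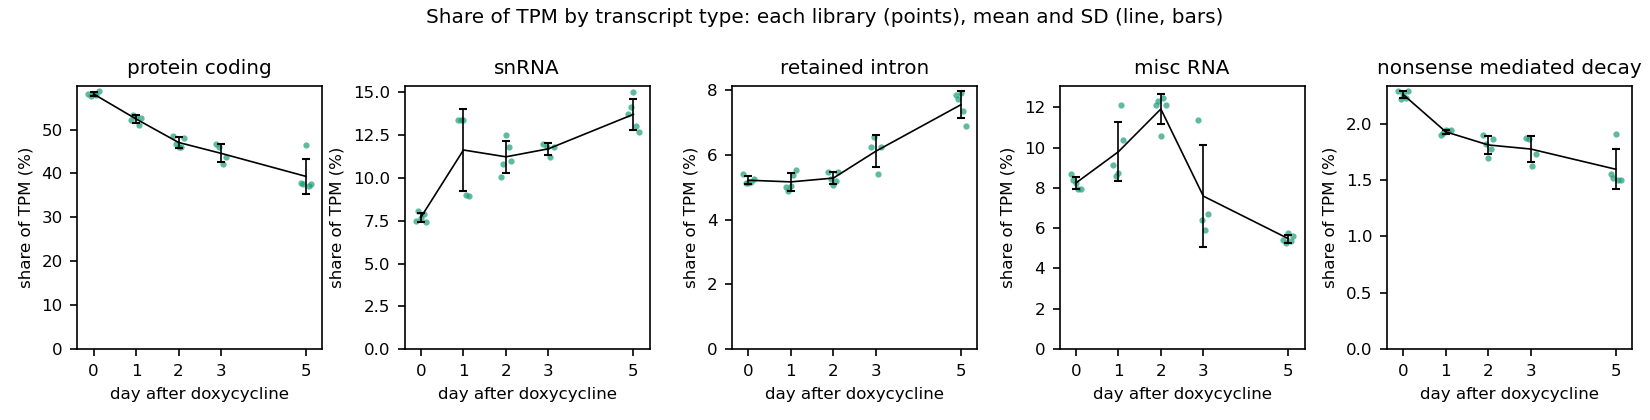
Share of TPM (vertical axis, %) held by 5 transcript types in each library against the day after doxycycline; points are libraries, the line joins the means and bars are SDs. The protein-coding share goes from 58.1% to 39.3% and the retained intron share from 5.22% to 7.55%.

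Isoform use changed at every step. An isoform was called at an adjusted p below 0.05 and a change of its mean fraction of the gene above 0.1. With diffSpliceDGE, 377 of 11,688 genes had such an isoform from day 0 to day 1, 189 from day 1 to day 2, 310 from day 2 to day 3, 760 from day 3 to day 5, 5516 from day 0 to day 5 and 6348 (54.3%) between any pair of days. By an edgeR test of isoform shares, 8830 genes (75.5%) had one between any pair of days, and by limma diffSplice 9384 (80.3%). In simulated counts diffSpliceDGE recovered 43.5 to 55.5% of the changed genes and called at least 99 unchanged ones in each comparison, and limma diffSplice recovered 83 to 90% and called 61 to 112. Both were therefore joined by an edgeR test of each isoform's share of its gene, added after that result. This called 0 to 9 unchanged genes in simulated counts and gave 1031, 256, 641, 2217 and 7740 genes in the real ones. The simulated isoforms were drawn independently, with no error in the assignment of reads between isoforms. The false calls of the share test in real counts are thus not known. The count of the share test depended on single libraries too, with 1240 genes from day 2 to day 3 without day 3 replicate 1 and 354 without day 3 replicate 5. Without the 5 libraries that stood apart from their day, a setting also chosen after the data were seen, it was 646 from day 0 to day 1, 832 from day 1 to day 2 and 1382 from day 2 to day 3. Without day 3 replicate 1, 644 genes passed diffSpliceDGE from day 2 to day 3. Isoforms described as changed below passed both tests. Values are mean fractions ± SD.

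From day 0 to day 1 the retained intron isoform DLL3-204 (0.105 ± 0.065 to 0.354 ± 0.033) of the Notch ligand gene rose (adjusted p 6.9e-05), at the cost of DLL3-201 (0.269 ± 0.054 to 0.080 ± 0.007). The kept part of the intron lies at chromosome 19: 39505452–39505653. The ribosomal protein gene RPL39L moved from RPL39L-202 (0.832 ± 0.023 to 0.391 ± 0.050) to RPL39L-201 (0.163 ± 0.024 to 0.591 ± 0.053). The 7SK-binding protein gene LARP7 moved from LARP7-211 (0.554 ± 0.039 to 0.081 ± 0.030) to LARP7-201 (0.084 ± 0.022 to 0.354 ± 0.054), and FAM120B from FAM120B-203 (0.724 ± 0.035 to 0.250 ± 0.138) to FAM120B-205 (0.044 ± 0.033 to 0.543 ± 0.131). MACF1, which links actin and microtubules, lost MACF1-229 (0.238 ± 0.010 to 0.109 ± 0.013). From day 1 to day 2 SLK, a kinase gene of the cytoskeleton, changed almost completely, from SLK-202 (0.790 ± 0.029 to 0.091 ± 0.028) to SLK-201 (0.194 ± 0.045 to 0.885 ± 0.043) (adjusted p 1.1e-04), by leaving out 93 bases at chromosome 10: 104010816–104010908. RPS24 moved from RPS24-214 (0.421 ± 0.047 to 0.148 ± 0.010) to RPS24-202 (0.456 ± 0.009 to 0.714 ± 0.006), which carries a noncoding exon of 22 bases (chromosome 10: 78040204–78040225). The NAD synthesis gene NAMPT moved from NAMPT-207 (0.349 ± 0.014 to 0.083 ± 0.017) to NAMPT-202 (0.019 ± 0.004 to 0.339 ± 0.038). From day 2 to day 3 DLL3-204 fell again (0.204 ± 0.020 to 0.062 ± 0.012). DPYSL2, a gene of axon growth, gained DPYSL2-204 (0.058 ± 0.009 to 0.176 ± 0.032), which starts at another exon (chromosome 8: 26514031–26514679). The histone deacetylase gene HDAC2 gained HDAC2-206 (0.029 ± 0.024 to 0.400 ± 0.233), a change close to the spread of its day 3 libraries.

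Isoforms of several synaptic and cytoskeletal genes changed between days 3 and 5. APBA2, which codes for a synaptic adaptor, moved from APBA2-202 (0.492 ± 0.041 to 0.016 ± 0.036) to APBA2-204 (0.000 ± 0.000 to 0.547 ± 0.065) (adjusted p 1.8e-17), which holds a 36-base exon at chromosome 15: 29094278–29094313. The clathrin light chain gene CLTB went from CLTB-202 (0.866 ± 0.024 to 0.30 ± 0.081) to CLTB-201 (0.069 ± 0.014 to 0.540 ± 0.137) with a 54-base exon (chromosome 5: 176396479–176396532). NRBP1 went from NRBP1-203 (0.654 ± 0.035 to 0.191 ± 0.090) to NRBP1-204 (0.028 ± 0.020 to 0.298 ± 0.105) with a 24-base exon (chromosome 2: 27435723–27435746). L1CAM lost L1CAM-202 (0.483 ± 0.021 to 0.037 ± 0.018), which lacks exons of 12 and 15 bases. The microtubule end-binding gene MAPRE2 moved from MAPRE2-201 (0.664 ± 0.083 to 0.193 ± 0.059) to MAPRE2-202 (0.000 ± 0.000 to 0.326 ± 0.046). The tropomyosin gene TPM1 lost TPM1-206 (0.223 ± 0.019 to 0.020 ± 0.006) and RTN4, the Nogo gene, lost RTN4-201 (0.465 ± 0.071 to 0.166 ± 0.035). PFN2, which codes for an actin-binding profilin, had 0.592 ± 0.030 of its TPM in PFN2-203 on day 0, 0.351 ± 0.086 on day 3 and 0.069 ± 0.052 on day 5 (adjusted p 8.3e-10 from day 0 to day 5), while PFN2-201 went from 0.230 ± 0.018 to 0.663 ± 0.028.

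**Figure D4:**
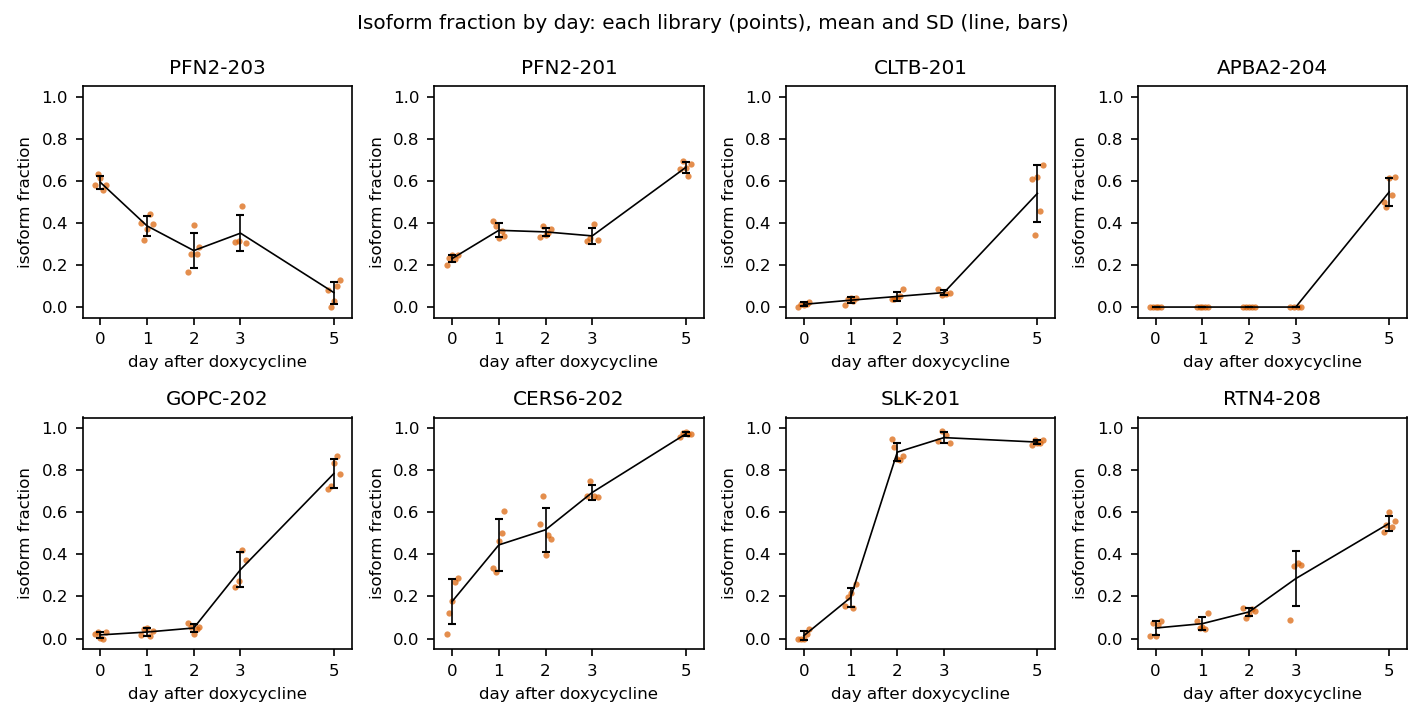
Fraction of the gene's TPM (vertical axis, 0 to 1) held by 8 isoforms in each library against the day after doxycycline; points are libraries, the line joins the means and bars are SDs. SLK-201 changes by day 2, APBA2-204 and CLTB-201 are highest on day 5.

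Over the whole course the ceramide synthase gene CERS6 came to use CERS6-202 (0.176 ± 0.108 to 0.972 ± 0.008), with a 24-base exon (chromosome 2: 168766322–168766345). The Golgi protein gene GOPC went from GOPC-201 (0.968 ± 0.013 to 0.206 ± 0.062) to GOPC-202 (0.017 ± 0.014 to 0.784 ± 0.069), also by a 24-base exon (chromosome 6: 117577448–117577471). NSMF went from NSMF-201 (0.779 ± 0.035 to 0.000 ± 0.000) to NSMF-206 (0.005 ± 0.008 to 0.627 ± 0.008) by an exon of 6 bases (chromosome 9: 137455629–137455634). The filamin gene FLNB left out 72 bases (chromosome 3: 58141858–58141929), from FLNB-201 (0.598 ± 0.013 to 0.042 ± 0.048) to FLNB-202 (0.026 ± 0.016 to 0.783 ± 0.060). RTN4 came to RTN4-208 (0.050 ± 0.034 to 0.547 ± 0.035), with an exon of 2400 bases (chromosome 2: 55025086–55027485). The splicing regulator gene PTBP2 lost PTBP2-202 (0.226 ± 0.067 to 0.000 ± 0.000) for PTBP2-203 (0.118 ± 0.033 to 0.337 ± 0.034). The chromatin remodeller gene SMARCB1 lost SMARCB1-204 (0.802 ± 0.023 to 0.295 ± 0.044) for SMARCB1-208 (0.000 ± 0.000 to 0.284 ± 0.032). SMARCB1-208 is a short transcript model of 269 bases, all coding, against 1730 bases for SMARCB1-204. As TPM scales counts by length, the fraction of so short a model can rest on few reads. CLTA gained CLTA-203 (0.000 ± 0.000 to 0.109 ± 0.032). The retained intron isoform DHX15-202 (0.044 ± 0.004 to 0.184 ± 0.025) of a helicase gene rose. TPM3-208 (0.198 ± 0.016 to 0.054 ± 0.049) and DPYSL2-206 (0.208 ± 0.014 to 0.000 ± 0.000) fell and TPM1-216 (0.056 ± 0.006 to 0.192 ± 0.019) rose. PKM gained PKM-204 (0.000 ± 0.000 to 0.103 ± 0.004). Its main isoform PKM-202, at 0.880 ± 0.004 on day 0 and 0.575 ± 0.029 on day 5, passed the share test alone. CDC42 had no called isoform, and those of NUMB and MMP23B passed the share test alone.

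Genes with an isoform change also changed in level more often than other genes in the earlier steps, with odds ratios of 2.23 from day 0 to day 1, 2.38 from day 1 to day 2, 1.40 from day 2 to day 3 and 1.31 from day 3 to day 5. The ratio was 1.02 (Fisher's exact test, two-sided, p 0.619) from day 0 to day 5. There the share test gave 0.908, on the other side of 1 (Fisher's exact test, p 0.0222). Comparisons that share no library had 22, 55 and 24 changed genes in common, 2.20, 2.24 and 1.95 times the number given by chance (days 0 and 1 with days 2 and 3, days 0 and 1 with days 3 and 5, and days 1 and 2 with days 3 and 5). The ratios were lower with the other tests, at 1.98, 1.26 and 1.67 with the share test and 1.43, 1.27 and 1.29 with limma diffSplice. The abundance-weighted transcript length of 12,426 genes, tested with limma, rose in 457 and fell in 415 genes from day 0 to day 1. It rose in 124 and fell in 87 from day 1 to day 2, rose in 557 and fell in 297 from day 2 to day 3. It rose in 903 and fell in 1286 from day 3 to day 5, and rose in 3194 and fell in 3255 from day 0 to day 5. From day 1 to day 2 the number of genes with a length change was 464 without day 1 replicate 5, against 211 with all libraries. From day 2 to day 3 it was 1275 without day 3 replicate 1 and 411 without day 3 replicate 5, against 854. Genes are not independent replicates in these counts.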

Values the study reported

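In the paper's body text, the leading principal component of gene expression held 63% of the variance, and more than 90% of the cells were taken to differentiate. The paper counted 69,344 isoform changes over all pairs of days, in 9291 genes, which it gave as 63% of the 14,655 expressed genes with at least 2 isoforms. One replicate of day 3 was left out there because only 0.2% of its reads mapped. NES and NOTCH1 were described as highest around day 2, by RT-qPCR relative to day 0 and not by sequencing.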

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

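Each measure printed by day was searched for a library far from the others of its day, by the gap to its nearest neighbour over the range of the day; chance picks out about 1 in 20 groups, and the weighing of day 5 replicate 4 was chosen after that library had been seen. Of 40 groups of library measures, 5 had such a library: the score on component 2 of day 1 replicate 4 (24.9, others 21.3 to 22.1), the protein-coding share of day 5 replicate 4 (46.6% of TPM, others 37.1 to 37.7), the share of decay transcripts of day 5 replicate 4 (1.91% of TPM, others 1.5 to 1.55), the share of miscellaneous RNA of day 2 replicate 3 (10.6% of TPM, others 12.1 to 12.5), the share of miscellaneous RNA of day 3 replicate 1 (11.4% of TPM, others 5.91 to 6.71). Of 235 groups of gene levels 17 had one, of 228 groups of isoform fractions 23, and of 1892 groups of the other named genes 119 (6.29%), so most of the single values here may be chance. Day 2 replicate 2 came up 25 times, day 3 replicate 1 20 times and day 1 replicate 4 11 times, more than the other libraries. In gene level (CPM), the library that stood apart was on day 0 replicate 3 for NES (379, others 357 to 362), replicate 2 for NEUROD1 (0.061, others 0); on day 1 replicate 4 for DCX (77.4, others 71.4 to 73), replicate 5 for CHRNA1 (160, others 174 to 179), replicate 1 for SST (0.0501, others 0), replicate 4 for MT-RNR1 (116, others 0.488 to 3.31); on day 2 replicate 2 for TIA1 (127, others 119), replicate 2 for DLL3 (480, others 377 to 398), replicate 2 for ELAVL3 (150, others 163 to 167), replicate 5 for TNC (2.28, others 0.877 to 1.24), replicate 2 for ESRP1 (16.8, others 12.2 to 13.1), replicate 3 for MT-RNR1 (1085, others 0.793 to 13.1); on day 3 replicate 1 for DLL3 (438, others 227 to 257), replicate 1 for TLX3 (79.5, others 35.3 to 41.7); on day 5 replicate 4 for TIA1 (233, others 303 to 315), replicate 1 for IGFN1 (23, others 15.6 to 17.3), replicate 1 for COL1A1 (72.5, others 60.2 to 62.9). The values of SST and NEUROD1 rest on about 1 read. In isoform fraction it was on day 0 replicate 5 for NAMPT-202 (0.292, others 0.334 to 0.347), replicate 1 for L1CAM-202 (0.850, others 0.680 to 0.721), replicate 2 for GOPC-201 (0.945, others 0.971 to 0.976); on day 1 replicate 2 for DLL3-201 (0.092, others 0.075 to 0.079), replicate 5 for HDAC2-206 (0.147, others 0.008 to 0.043), replicate 4 for FLNB-202 (0.261, others 0.386 to 0.417), replicate 1 for SMARCB1-208 (0.008, others 0); on day 2 replicate 2 for RPL39L-202 (0.255, others 0.285 to 0.297), replicate 5 for NRBP1-204 (0.004, others 0), replicate 1 for TPM1-216 (0.124, others 0.103 to 0.108), replicate 5 for PTBP2-202 (0.133, others 0 to 0.004), replicate 3 for CLTA-203 (0.014, others 0 to 0.004); on day 3 replicate 3 for PFN2-203 (0.479, others 0.302 to 0.315), replicate 3 for PFN2-201 (0.393, others 0.315 to 0.327), replicate 1 for RPS24-214 (0.055, others 0.065 to 0.067), replicate 1 for DPYSL2-204 (0.224, others 0.157 to 0.164), replicate 1 for DPYSL2-206 (0.167, others 0), replicate 1 for RTN4-208 (0.090, others 0.343 to 0.357), replicate 2 for CERS6-202 (0.748, others 0.674 to 0.678), replicate 3 for FLNB-201 (0.065, others 0 to 0.003); on day 5 replicate 4 for FAM120B-205 (0.092, others 0.013 to 0.031), replicate 2 for APBA2-202 (0.080, others 0), replicate 1 for MAPRE2-201 (0.092, others 0.206 to 0.243).

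Day 5 replicate 4, with its higher protein-coding share, was weighed further. If the culture had lagged behind, its protein-coding genes would lie nearer to day 3. The correlation across genes of its difference from the other day 5 libraries with the difference of day 3 was 0.0945. That value was within the range of the other libraries (-0.0316 to 0.121) and below the 0.2 set beforehand as the limit. It argues against a large lag, but no lag of known size was tried, so a small one is not excluded. The score of this library on component 1 was the lowest of day 5 (65.8, others 66.5 to 70.9). Its 17,355,200 counts were just above the others (9,220,730 to 16,732,000), whose near-equal shares (37.1 to 37.7%) argue against depth. The median absolute log2 difference of its protein-coding genes was 0.158, just above the highest of the others (0.154), so a difference in the recovery of noncoding RNA alone could not be told from a broader one. No biological cause other than the lag was tested.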

How the results depend on the processing

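The setting without the 5 libraries that stood apart, the thinned counts, the share test and the isoforms of protein-coding genes were chosen after the results were seen. Numbers of changed genes kept within 1.5 times their value under RLE scaling, both filters, DESeq2, length offset, fits of the compared days alone and the settings just named; without the size threshold 15636, 11275 and 12668 genes passed from day 0 to 1, 1 to 2 and 2 to 3, by construction. The balance of rises and falls from day 3 to 5, 4818 and 5878 in the main fit, depended on the setting. It was 5243 and 5413 under RLE scaling and turned to 4876 and 4669 in the fit of these days alone. Leaving out 1 library at a time gave 9404 to 9885, 5256 to 5502, 6225 to 7680, 10243 to 10852 and 17022 to 17200 genes over the 5 comparisons. With the replicate number as a block the counts were 9792, 5427, 6838, 10444 and 17152, but the numbers do not pair the libraries (mean correlation of residuals 0.04 between days). Gene lists moved with an estimated correlation numbered 7, 4, 10, 14 and 14, and with fry, which does not compare with other genes, 32, 30, 38 and 38 (days 0 to 1, 1 to 2, 2 to 3 and 0 to 5). Of 910 values of named genes, DESeq2 kept 862, made 40 weaker, 6 stronger and turned 2: SCN3A from day 1 to 2 (-0.0854) and NDUFA9 from day 0 to 5 (-0.18; -0.30 with length offset, which turned this gene alone). No named gene turned when a library was left out (8555 values the same, 136 weaker, 12 stronger); the cause was not tested.

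The median absolute log2 fold change moved by more than the SD of its values with 1 library left out at a time, though by little: 0.510, 0.353, 0.450 and 1.23 without the 5 libraries (days 0 to 1, 1 to 2, 2 to 3 and 0 to 5), 0.510, 0.308, 0.386, 0.578 and 1.178 on thinned counts, and 0.328 (days 1 to 2) and 1.182 (days 0 to 5) with length offset. Leaving out 1 library at a time it was 0.515 to 0.542, 0.323 to 0.332, 0.389 to 0.452, 0.583 to 0.622 and 1.19 to 1.22. The values 0.450 (days 2 to 3) and 0.328 (days 1 to 2) lie within these ranges. PC1 held 53.6% of variance with all genes, 63.7% with the variance stabilising transformation of DESeq2 and 66.2% without the 5 libraries.

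Isoform results depended most on the choices. Genes with isoform changes numbered 1782, 867, 1649 and 2383 with limma diffSplice and 1902, 730, 1494 and 2154 in the authors' calls for the 4 consecutive steps, 1031, 641 and 2217 with the share test (days 0 to 1, 2 to 3, 3 to 5), and 155, 47, 75, 295 and 3089 with a fraction change above 0.2, fewer by construction. Without the 5 libraries there were 547 (days 1 to 2) and 731 (days 2 to 3), and the fit of days 3 and 5 alone gave 453. Leaving out 1 library at a time gave 229 to 644 from day 2 to 3, the highest without day 3 replicate 1. The share of isoform-changed genes that also changed in level from day 0 to 5, 68.3%, was 67.4% with limma and with the share test (67.35 and 67.39), below that of other genes there. Length changes numbered 566 (days 0 to 1) and 4101 (days 0 to 5) at a mean TPM above 10, fewer genes being tested, 492, 914 and 1502 without the 5 libraries for the 3 earlier steps, and 147 to 464 (days 1 to 2) and 411 to 1275 (days 2 to 3) when 1 library at a time was left out. For these the cause was not tested.

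Among transcript types, isoforms of protein-coding genes alone gave a protein-coding change of -0.628 points from day 0 to 1, no longer passing, and -2.15 and -4.16 points from day 2 to 3 and 3 to 5, now passing; retained introns turned to 0.668 from day 0 to 1 and passed at 0.951 from day 1 to 2; decay transcripts turned to 0.0877 from day 1 to 2 and passed at -0.116 from day 3 to 5. Weighted by expected counts, protein coding passed at -5.77 from day 3 to 5, retained introns turned to 0.822 from day 0 to 1 and passed at 0.518 from day 1 to 2, and decay transcripts were at -0.00655 from day 1 to 2, no longer passing, and -0.120 from day 3 to 5, passing. The cause was not tested. Depth limits genes under 1 CPM and isoforms of weakly expressed genes; the lowest library had 9,220,734 counts.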

Other observations

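The test on oxidative phosphorylation genes was written after the result it weighs had been seen, and the other predictions before. Long noncoding RNA, which the comparisons above leave out, held 2.99 ± 0.0661% of TPM on day 0, 3.36 ± 0.316% on day 3 and 5.65 ± 0.392% on day 5. Several short exons outside the isoforms named above were included far more on day 5 than on day 0; they were picked after their values were seen. VDAC3, a mitochondrial channel gene, included a 3-base exon (chromosome 8: 42396678–42396680) at an inclusion fraction of 0.144 ± 0.0374 on day 0 and 1 on day 5. The actin regulator gene ABI1 had a 15-base exon at 0.0467 ± 0.0198 and 0.900 ± 0.117, the dynactin gene DCTN1 a 21-base exon at 0.0743 ± 0.0199 and 0.874 ± 0.0198, the amyloid precursor binding gene APBB1 a 6-base exon at 0.0425 ± 0.0135 and 0.861 ± 0.145, the ankyrin gene ANK3 a 12-base exon at 0.0446 ± 0.0156 and 0.677 ± 0.071, and the receptor phosphatase gene PTPRD a 12-base exon at 0.00140 ± 0.00312 and 0.530 ± 0.0289 (limma adjusted p from 5.7e-18 to 4.9e-09). Over all 10 pairs of days, diffSpliceDGE called 24,256 isoform changes. That is lower than the value quoted from the study above. At the same thresholds the share test called 50,861 and limma diffSplice 64,374, so the count depends strongly on the test.

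These exons may form a class. Of coding cassette exons of 3 to 27 bases (430 tested), 129 rose and 42 fell in inclusion from day 0 to day 5, while of those of 28 to 300 bases (16,687 tested) 1671 rose and 1722 fell, an odds ratio of 3.16 (Fisher's exact test, two-sided, p 1.1e-11; exons of a gene are not independent), which fits higher inclusion of microexons as a class. From day 3 to day 5 alone, 71 short exons rose and 15 fell (odds ratio against long exons 5.05) and from day 2 to day 3 19 rose and 1 fell (7.31), while from day 0 to day 1 10 rose and 15 fell, against 147 and 356 long exons (1.61, Fisher's exact p 0.266). Among genes whose level did not change, 38 rose and 14 fell, with an odds ratio of 2.43 (Fisher's exact test, p 0.00425). A rise in level of their genes thus does not explain it. Inclusion used only TPM of isoforms of equal length in both releases, with no junction reads. No regulator was tested.

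The fall of ribosomal protein genes between days 3 and 5, median -1.32, could come from technical causes or from a lower level of the translation machinery. It was beyond the 2.5th percentile (-1.31) of random lists matched on length and level, though only just, since those lists had a median of -1.15. Only the listed ribosomal protein genes were kept out of these lists, so others of this class may be among them. The lists thus cannot show whether length and level are the cause. The 5 other scalings (weakest median -1.26) differ too little to exclude scaling. Nuclear oxidative phosphorylation genes fell less, with a median of -0.544, but given the matched lists a fall of short abundant mRNAs in general is not excluded. Other genes known to carry a 5' terminal oligopyrimidine tract, such as EEF1A1 (-1.12), EEF2 (-1.25) and PABPC1 (-1.60), all fell (15 of 15) with a median of -1.12, below the 2.5th percentile of their own matched lists (-0.956), which is consistent with a fall of this class of mRNA, though RNA stability and transcription were not measured.

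Other splits of the libraries of each pair of days into groups of the same sizes (39 besides the real one) were tested in the same way. For changed genes the real split gave the highest count in every comparison (1 of 40 splits as large): 9860 against at most 3633 from day 0 to 1, 5504 against 1066, 6891 against 4560, 10696 against 8548 and 17323 against 9544 from day 0 to 5. Every other split mixes libraries of both days, so the real split was bound to rank high where the days differ. With 40 splits the rank is also coarse, and it does not by itself exclude chance. The real split also ranked first for genes with isoform changes by diffSpliceDGE (377 against 79, 189 against 104, 310 against 142, 760 against 430 and 5516 against 196). It did so for transcript length too (872 against 9, 211 against 7, 854 against 79, 2189 against 1468 and 6449 against 1630). For gene lists the real split ranked first by small margins from day 0 to 1 (17 against 14), 1 to 2 (16 against 12), 3 to 5 (27 against 25) and 0 to 5 (22 against 20). From day 2 to 3, 3 of 40 splits, the real one included, moved as many lists (20 against 20). The other splits moved a median of 9, 6, 16 and 18 lists over the consecutive steps and 16 from day 0 to 5. These splits keep part of the day difference, so chance is neither shown nor excluded. The number of lists is thus a weak measure here.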
